# Data on long noncoding RNA upregulated in hypothermia treated cardiomyocytes protects against myocardial infarction through improving mitochondrial function

**DOI:** 10.1016/j.dib.2018.01.052

**Published:** 2018-02-05

**Authors:** Jian Zhang, Liming Yu, Yinli Xu, Yu Liu, Zhi Li, Xiaodong Xue, Song Wan, Huishan Wang

## Abstract

This article elaborates on cardioprotective action of hypothermia related long noncoding RNA against myocardial infarction through improving mitochondrial function, which preset by J Zhang. Herein, we provide the materials and methods used in that study. And provided the detail of dysregulation of lncRNAs under the treatment of hypothermia. Furthermore, we found that lnc-UIHTC (lncRNA upregulated in hypothermia treated cardiomyocyte, NONHSAT094064) attenuated cardiomyocytes apoptosis *in vitro.*

**Specifications Table**

**Table:** 

Subject area	*Biology*
More specific subject area	*Hypothermia and cardiology*
Type of data	*Tables and figures*
How data was acquired	*Seahorse XF96 extracellular flux analyzer.*
Data format	*Analyzed*
Experimental factors	*Adult ventricular cardiomyocyte cells (AC16) was treated with hypothermia and transfected with UIHTC.*
Experimental features	*Cells were cultured at 37 °C or 28 °C with 5% CO2 for 6 h*
Data source location	*Shenyang city, Liaoning province, China*
Data accessibility	*Data are presented in this article*

**Value of the data**

• The data provides overexpression of UIHTC inhibited H_2_O_2_-induced AC16 apoptosis.
• This data provides the details of differentially expressed lncRNAs of cardiomyocytes exposed on hypothermia.
• The data may stimulate further research on the function of lncRNAs stimulated in cardiomyocytes under hypothermia.

## 1 Data

The details of changed lncRNAs were listed in Table 1 (Table 1).

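RNA of AC16 cells was measured on 6 Affymetrix arrays. AC16 is a human cell line of ventricular cardiomyocyte origin. 3 arrays held RNA of cells kept at 28 °C for 6 h (hypothermia) and 3 held RNA of cells kept at 37 °C for 6 h (control). The sources used here do not say whether the 3 samples of a group were separate cultures, so the p-values measure the spread between these samples, which may be technical. The authors summarised the probes with RMA and deposited 1 log2 signal per feature and array. The median log2 signals of control replicates 1, 2 and 3 were 3.33, 3.34 and 3.40, and those of hypothermia replicates 1, 2 and 3 were 3.39, 3.39 and 3.41. No 2 arrays held identical values. The number of arrays limits the precision. The signals were used as deposited. All 70523 features were tested with limma for 28 °C minus 37 °C, with Benjamini-Hochberg adjustment over all of them. A table of probe annotation gave 1 gene symbol for 23781 features, several for 1543 and none for 45199. Features with several symbols or none were tested but not named. Some features share all their values with another feature, and counting each set of values once leaves 68573 of them. Table 1 names its RNAs by accession. Of its 568 rows, 54 carry RefSeq accessions, 49 of them distinct, which could be looked up by gene symbol. The other rows, and UIHTC with them, were not matched to a feature here and have no value below.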

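Small nucleolar RNAs, which guide the modification of ribosomal and small nuclear RNA, were the most frequent kind among the Table 1 RNAs that could be matched. A single feature was found for 38 RefSeq accessions, 7 listed as up and 31 as down in Table 1. By RefSeq biotype, 19 were small nucleolar RNAs, and 9 were long noncoding or antisense RNAs. The largest increases were those of SNORA75 and SNORA55. The signal of SNORA75 was 6.31 ± 0.158 (SD, n = 3) at 28 °C and 5.53 ± 0.141 (SD, n = 3) at 37 °C, a log2 fold change of 0.78 (standard error 0.104, adjusted p = 0.0199 from limma). SNORA55 had a log2 fold change of 0.72 (standard error 0.0621, adjusted p = 0.00378 from limma). The largest decrease was that of SNORA26, with a signal of 4.36 ± 0.183 (SD, n = 3) at 28 °C and 5.27 ± 0.224 (SD, n = 3) at 37 °C. Its log2 fold change was -0.92 (standard error 0.132, adjusted p = 0.0269 from limma). SNORD93 and the vault RNA VTRNA1-3 fell by 0.82 and 0.79 on the log2 scale, with adjusted p = 0.0105 and 0.0403 from limma. SNORA2B and SNORA13 also passed, with log2 fold changes of -0.59 and -0.46. None of the 9 long noncoding or antisense RNAs passed the adjusted threshold in limma with all arrays, and all of the 38 entries had an unadjusted p under 0.05. Without control replicate 3 CHKB-DT passed, with a log2 fold change of -0.832 (adjusted p = 0.013 from limma). NORAD, a long noncoding RNA that binds Pumilio proteins, had a log2 fold change of -0.47 (adjusted p = 0.205). OIP5-AS1 had -0.55 (adjusted p = 0.1), and LINC00641 had 0.44 (adjusted p = 0.403). All 38 entries had the direction given in Table 1, and 7 of them passed the adjusted threshold. Table 1 was chosen on these arrays, so this is not independent evidence of direction. The number that passed was 2 without control replicate 1, without control replicate 2, without hypothermia replicate 1 or without hypothermia replicate 2. It was 4 without hypothermia replicate 3 and 10 without control replicate 3. It was 1 with a covariate added after seeing the data, the mean of the brighter background features of each array. SNORA55 passed in each of the fits without 1 array. SNORA26 and SNORA13 passed only without control replicate 3, and otherwise had an adjusted p of up to 0.122 and 0.203. SNORA75 passed only without control replicate 3 or hypothermia replicate 2, VTRNA1-3 only without control replicate 3 or hypothermia replicate 3, and SNORA2B only without control replicate 1 or 3, with an adjusted p of up to 0.0894, 0.189 and 0.106 in the other fits. SNORD93 missed the threshold without control replicate 1 or hypothermia replicate 2 (adjusted p up to 0.051).

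**Figure D1:**
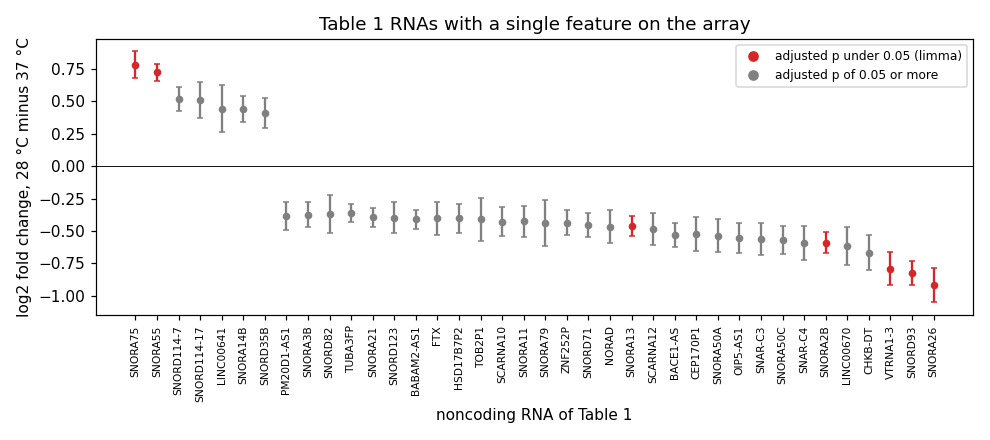
Log2 fold change (28 °C minus 37 °C, vertical axis) of the 38 Table 1 RNAs with a single feature, in the order of their fold in Table 1. Points are limma estimates over 3 arrays per group, bars are standard errors, and the 7 red points have an adjusted p under 0.05.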

**Table 1:** Details of changed lncRNAs in hypothermia treated AC16 cells.

**Genbank accession**	**Regulation**	**Chr**	**Chr strand**	**Fold change**
n4541	Up	chr22	+	2.16
n342704	Up	chr17	−	2.66
NR_002983	Up	chr1	−	1.62
n334074	Up	chr17	−	2.18
n339087	Up	chr2	+	1.59
TCONS_00011996-XLOC_005510	Up	chr6	+	1.89
n408293	Up	chr17	−	1.64
n333380	Up	chr3	+	1.98
ENST00000365207	Up	chr17	−	1.63
n334398	Up	chr17	+	1.81
NR_034120	Up	chr7	−	2.05
TCONS_00025394-XLOC_012209	Up	chr17	+	1.77
n340430	Up	chr5	−	1.68
n337368	Up	chr19	+	1.91
NR_026582	Up	chr3	−	1.64
ENST00000364127	Up	chr17	−	2.07
ENST00000273411	Up	chr3	−	1.72
n333278	Up	chr12	−	1.89
n407948	Up	chr10	−	1.74
n339176	Up	chr2	−	1.81
ENST00000384476	Up	chr1	−	1.57
n342580	Up	chr18	+	1.98
TCONS_00019243-XLOC_009074	Up	chr11	+	1.44
n378377	Up	chr7	−	1.85
n333449	Up	chr6	+	1.36
NR_002921	Up	chr2	−	1.69
NR_002581	Up	chr8	−	1.57
ENST00000365538	Up	chr1	−	1.95
ENST00000385251	Up	chr16	+	1.42
n340431	Up	chr5	−	1.49
n342718	Up	chr6	+	1.61
n5726	Up	chr15	−	1.68
n334819	Up	chr10	+	1.56
n387280	Up	chr3	−	1.55
ENST00000532242	Up	chr11	+	1.36
ENST00000364829	Up	chr1	+	1.63
ENST00000499503	Up	chr17	+	1.34
ENST00000384770	Up	chr1	+	1.4
ENST00000384241	Up	chr1	−	1.43
ENST00000516747	Up	chr11	+	1.37
ENST00000390893	Up	chr17	−	1.66
n337074	Up	chr2	+	1.41
n335609	Up	chr17	+	1.52
n337037	Up	chr21	−	1.34
ENST00000364166	Up	chr14	+	1.45
n334787	Up	chr4	+	2.68
n386326	Up	chr3	+	1.38
ENST00000442269	Up	chr6	+	1.68
n341319	Up	chr7	−	1.35
TCONS_00016056-XLOC_007446	Up	chr9	+	1.36
NR_003199	Up	chr14	+	1.41
n335550	Up	chr14	−	1.32
n339341	Up	chr3	+	1.59
ENST00000550319	Up	chr12	+	1.37
TCONS_00003553-XLOC_001325	Up	chr2	+	1.35
n336002	Up	chr8	−	2.43
ENST00000425077	Up	chr7	−	1.37
n334456	Up	chr5	−	1.45
ENST00000391122	Up	chr15	+	1.4
n340425	Up	chr5	+	1.48
TCONS_00029913-XLOC_014386	Up	chr22	−	1.37
NR_024333	Up	chr19	−	1.41
n323941	Up	chr9	+	1.32
ENST00000391154	Up	chr1	+	1.46
n339466	Up	chr21	−	1.35
NR_002971	Up	chr6	+	1.7
NR_002971	Up	chr6_cox_hap2	+	1.7
NR_002971	Up	chr6_mann_hap4	+	1.7
NR_002971	Up	chr6_qbl_hap6	+	1.7
NR_002971	Up	chr6_ssto_hap7	+	1.7
n338881	Up	chr2	−	1.59
OTTHUMT00000035200	Up	chr6_qbl_hap6	−	1.33
n334500	Up	chr14	+	1.47
n339072	Up	chr2	−	1.34
n340075	Up	chr10	−	1.44
ENST00000384746	Up	chr12	+	1.32
ENST00000391248	Up	chr15	−	1.36
n379365	Up	chr17	+	1.31
ENST00000462262	Up	chr21	+	1.38
n378747	Up	chr18	+	1.34
n333545	Up	chr19	+	1.54
n408024	Up	chrX	+	1.53
ENST00000384700	Up	chr6	−	1.38
n339593	Up	chr20	+	1.34
TCONS_00019032-XLOC_008957	Up	chr10	−−	1.62
ENST00000363009	Up	chr1	+	1.43
TCONS_00002160-XLOC_000401	Up	chr1	+	1.34
ENST00000428367	Up	chr17	−	1.36
n406399	Up	chr7	−	1.33
ENST00000425678	Up	chr2	−	1.31
n334125	Up	chr7	+	1.33
n340509	Up	chr5	−	1.4
n340071	Up	chr10	+	1.37
n342795	Up	chr7	+	1.34
n338895	Up	chr2	+	1.37
n340154	Up	chr10	−	1.59
n326361	Up	chr1	−	1.32
ENST00000410792	Up	chr2	−	1.37
TCONS_l2_00005211-XLOC_l2_002790	Up	chr11	−	1.54
n334591	Up	chr11	+	1.35
NR_002956	Up	chr1	−	1.34
n409625	Up	chr20	+	1.31
n407093	Up	chr20	+	1.32
ENST00000383967	Up	chr1	+	1.62
ENST00000364313	Up	chr1	+	1.62
TCONS_00014808-XLOC_006883	Up	chr8	+	1.35
NR_037869	Up	chr1	−	1.34
n377834	Up	chr5	+	1.35
TCONS_00024489-XLOC_011809	Up	chr16	+	1.31
ENST00000447372	Up	chr22	−	1.31
n341643	Up	chr9	+	1.31
ENST00000537889	Up	chr16	+	1.32
TCONS_00024338-XLOC_011654	Up	chr16	+	1.39
NR_003210	Up	chr14	+	1.4
n339184	Up	chr2	+	1.32
ENST00000384367	Up	chr1	+	1.38
n380676	Up	chr11	−	1.42
ENST00000515085	Up	chr5	+	1.38
n332643	Up	chr10	+	1.41
ENST00000384601	Up	chr3	+	1.53
n336606	Up	chr11	−	1.35
ENST00000538067	Up	chr12	+	1.33
TCONS_00006915-XLOC_002730	Up	chr3	+	1.49
n340869	Up	chr6	+	1.88
TCONS_00018082-XLOC_008337	Up	chr10	+	1.4
ENST00000449168	Up	chr2	+	1.4
ENST00000516287	Up	chr20	+	1.38
TCONS_00019651-XLOC_009456	Up	chr11	−	1.32
ENST00000416061	Up	chrX	−	1.32
n334635	Up	chr5	+	1.39
n410630	Up	chr1	−	1.46
ENST00000411067	Up	chr18	−	1.32
TCONS_00010299-XLOC_004777	Up	chr5	−	1.34
NR_001285	Up	chr19	+	1.31
TCONS_00009322-XLOC_004238	Up	chr5	+	1.39
ENST00000383927	Up	chr1	−	1.35
ENST00000414515	Up	chr9	−	1.41
n345970	Up	chr2	+	1.42
ENST00000516357	Up	chrY	+	1.33
ENST00000516704	Up	chrY	−	1.33
n341216	Up	chr7	+	1.38
ENST00000456346	Up	chr6	−	1.43
ENST00000410361	Up	chr9	−	1.31
TCONS_00002934-XLOC_001531	Up	chr2	+	1.32
TCONS_l2_00030929-XLOC_l2_015938	Up	chrY	−	1.38
ENST00000384265	Up	chr12	+	1.34
TCONS_00011337-XLOC_005383	Up	chr6	+	1.35
TCONS_00004043-XLOC_001882	Up	chr2	+	1.36
TCONS_00000574-XLOC_000920	Up	chr1	−	1.34
n332690	Up	chr20	−	1.31
ENST00000432268	Up	chr2	−	1.35
n386063	Up	chr14	−	1.36
ENST00000363626	Up	chr11	+	1.32
n346101	Up	chrX	+	1.59
ENST00000384371	Up	chr12	+	1.32
n341052	Up	chr11	+	1.32
ENST00000516697	Up	chr1	+	1.31
ENST00000557144	Up	chr4	−	1.33
ENST00000384032	Up	chr3	−	1.33
TCONS_00019540-XLOC_009333	Up	chr11	+	1.31
TCONS_00000713-XLOC_001151	Up	chr1	−	1.36
ENST00000364243	Up	chr2	−	1.33
n378384	Up	chr2	−	1.53
ENST00000384246	Up	chr2	+	1.34
ENST00000441217	Up	chr2	+	1.35
n334057	Up	chr5	−	1.32
ENST00000411281	Up	chr12	+	1.51
NR_038970	Up	chr14	−	1.34
n406921	Down	chr2	+	0.23
n409260	Down	chr3	+	0.41
n345255	Down	chr14	+	0.47
ENST00000549251	Down	chr12	−	0.48
n342393	Down	chr19	+	0.43
n340899	Down	chr6	+	0.54
n339467	Down	chr3	+	0.53
n410890	Down	chr5	+	0.61
n342817	Down	chr7	+	0.52
n407477	Down	chr3	+	0.53
n340730	Down	chr5	−	0.52
n334786	Down	chr10	−	0.49
NR_024214	Down	chr19	+	0.58
NR_004435	Down	chr19	+	0.58
TCONS_l2_00022861-XLOC_l2_012011	Down	chr5	−	0.56
n410211	Down	chr1	+	0.59
n385685	Down	chr9	−	0.4
ENST00000375210	Down	chr9	−	0.51
n407522	Down	chr1	+	0.66
n338319	Down	chr14	+	0.57
NR_003075	Down	chr7	+	0.56
n384655	Down	chr5	−	0.64
n337872	Down	chr1	−	0.54
n408031	Down	chr3	−	0.64
n340901	Down	chr6	+	0.55
n340647	Down	chr5	+	0.54
n384393	Down	chr3	−	0.64
n340510	Down	chr17	+	0.48
NR_004437	Down	chr19	+	0.6
NR_002951	Down	chr12	−	0.65
n342113	Down	chr6	−	0.65
n341217	Down	chr7	+	0.6
n335577	Down	chr4	+	0.59
n384996	Down	chr6	+	0.6
n383211	Down	chr17	−	0.67
n408051	Down	chr2	−	0.49
n410523	Down	chr5	−	0.58
n345681	Down	chr1	−	0.68
n335651	Down	chr22	−	0.61
n332602	Down	chr1	+	0.52
n409777	Down	chr10	+	0.62
n407842	Down	chr1	+	0.56
n405416	Down	chr19	+	0.71
NR_003016	Down	chr4	+	0.52
n338183	Down	chr1	−	0.52
n386362	Down	chr4	+	0.5
n342253	Down	chr1	+	0.67
n341520	Down	chr8	−	0.61
n341502	Down	chr8	−	0.68
ENST00000408820	Down	chr4	+	0.63
ENST00000408155	Down	chr4	−	0.63
n385279	Down	chr7	+	0.7
n340607	Down	chr5	+	0.66
TCONS_l2_00010617-XLOC_l2_005701	Down	chr17	+	0.71
NR_026705	Down	chr5	+	0.57
n342192	Down	chr3	+	0.65
n341987	Down	chr12	−	0.58
ENST00000459523	Down	chr14	+	0.5
TCONS_00029063-XLOC_013984	Down	chr21	+	0.68
n409199	Down	chr3	−	0.75
NR_028308	Down	chr2	−	0.74
n383019	Down	chr16	+	0.75
ENST00000408329	Down	chr4	−	0.52
ENST00000408285	Down	chr4	−	0.52
NR_003608	Down	chr22	−	0.76
n342056	Down	chr12	+	0.65
n338696	Down	chr19	+	0.59
TCONS_00007758-XLOC_003943	Down	chr4	−	0.66
n407180	Down	chr17	−	0.66
n407319	Down	chr3	+	0.75
n386478	Down	chr8	−	0.65
n346330	Down	chr4	+	0.66
n342890	Down	chr12	+	0.56
n340068	Down	chr10	−	0.68
n382189	Down	chr14	−	0.51
TCONS_00001109-XLOC_000350	Down	chr1	+	0.67
NR_037803	Down	chr11	+	0.68
n336825	Down	chr8	+	0.75
n332871	Down	chr7	+	0.76
n383770	Down	chr2	−	0.44
n337209	Down	chr10	+	0.73
NR_002922	Down	chr5	+	0.71
NR_002576	Down	chr17	−	0.75
n410156	Down	chr3	+	0.73
n405970	Down	chr10	+	0.69
n335076	Down	chr12	+	0.72
NR_002995	Down	chr17	+	0.66
ENST00000446984	Down	chr9	−	0.76
n385776	Down	chrX	+	0.7
n408092	Down	chr11	−	0.62
n335676	Down	chr4	−	0.62
ENST00000459390	Down	chr1	+	0.39
ENST00000458828	Down	chr1	−	0.39
n385638	Down	chr9	−	0.66
TCONS_00004331-XLOC_002204	Down	chr2	−	0.63
ENST00000517046	Down	chrY	−	0.56
ENST00000459234	Down	chr2	+	0.59
ENST00000411167	Down	chr4	−	0.63
n406823	Down	chr12	+	0.73
ENST00000408237	Down	chr10	−	0.71
n344778	Down	chr15	+	0.67
n338270	Down	chr19	−	0.69
n335672	Down	chr7	+	0.6
n332583	Down	chr10	−	0.7
n335635	Down	chr1	+	0.69
n333316	Down	chr19	+	0.69
n408238	Down	chr20	+	0.75
NR_003059	Down	chr16	−	0.72
TCONS_00000861-XLOC_000086	Down	chr1	+	0.67
n410735	Down	chr12	−	0.7
NR_024221	Down	chr19	+	0.67
ENST00000459294	Down	chr1	−	0.53
ENST00000553825	Down	chr14	+	0.7
n333463	Down	chr5	+	0.71
n380727	Down	chr11	+	0.74
n410524	Down	chr1	−	0.71
n385631	Down	chr9	+	0.73
n384424	Down	chr4	+	0.63
TCONS_00008434-XLOC_003881	Down	chr4	−	0.76
n410120	Down	chr5	−	0.7
NR_024218	Down	chr19	+	0.65
n341422	Down	chr13	+	0.7
n335490	Down	chr5	−	0.61
n409529	Down	chr2	−	0.65
n340203	Down	chr4	+	0.76
TCONS_l2_00017541-XLOC_l2_009280	Down	chr22	+	0.65
n332758	Down	chr19	−	0.6
n386687	Down	chr11	+	0.71
n338700	Down	chr2	−	0.72
n334497	Down	chr12	+	0.68
n335646	Down	chr20	−	0.54
n385468	Down	chr8	−	0.73
ENST00000517174	Down	chr7	+	0.64
TCONS_l2_00019469-XLOC_l2_010312	Down	chr3	−	0.5
TCONS_l2_00013033-XLOC_l2_007013	Down	chr19	−	0.7
ENST00000459307	Down	chr21	−	0.45
n337011	Down	chr15	+	0.67
ENST00000410505	Down	chr4	+	0.52
TCONS_00025203-XLOC_012351	Down	chr17	+	0.68
n338975	Down	chr2	−	0.61
n338468	Down	chr14	−	0.76
n384600	Down	chr5	+	0.65
ENST00000425109	Down	chr1	−	0.71
n384667	Down	chr5	−	0.71
n332927	Down	chrX	+	0.76
ENST00000381105	Down	chrX	−	0.71
n338489	Down	chr1	−	0.58
n339117	Down	chr2	+	0.74
NR_021492	Down	chr22	+	0.62
n386409	Down	chr6	+	0.64
ENST00000517242	Down	chr13	−	0.75
NR_026757	Down	chr15	+	0.67
n406648	Down	chr4	+	0.74
ENST00000503553	Down	chr5	−	0.68
TCONS_l2_00002830-XLOC_l2_001417	Down	chr1	−	0.65
n383778	Down	chr2	+	0.74
NR_033931	Down	chr4	+	0.73
n341339	Down	chr7	−	0.69
n338835	Down	chr12	−	0.65
n341945	Down	chr12	+	0.7
n341914	Down	chr12	−	0.55
n332774	Down	chr11	+	0.76
n342272	Down	chr22	−	0.7
n338494	Down	chr14	+	0.72
ENST00000458806	Down	chr1	−	0.76
n410543	Down	chr2	−	0.69
n342223	Down	chr1	+	0.63
ENST00000417820	Down	chr21	+	0.69
n410892	Down	chr14	+	0.75
NR_003010	Down	chr12	−	0.7
n409093	Down	chr12	+	0.64
TCONS_00003380-XLOC_002282	Down	chr2	−	0.67
NR_002980	Down	chr16	−	0.68
n332620	Down	chr1	+	0.62
n410123	Down	chr22	−	0.73
n325691	Down	chr13	+	0.73
ENST00000363272	Down	chr15	−	0.69
n345178	Down	chr12	+	0.71
n339370	Down	chr3	−	0.69
n410169	Down	chr9	+	0.75
ENST00000516845	Down	chr20	+	0.74
NR_023392	Down	chr8	−	0.73
n337863	Down	chr1	+	0.73
ENST00000459322	Down	chr9	−	0.44
ENST00000499250	Down	chr8	−	0.76
n410486	Down	chr20	+	0.66
n345222	Down	chr13	+	0.71
n337929	Down	chr1	−	0.65
ENST00000362760	Down	chr6	+	0.63
n341238	Down	chr7	−	0.72
ENST00000459317	Down	chr9	−	0.48
n344934	Down	chr6	−	0.72
n335516	Down	chr17	−	0.72
n341846	Down	chr6	−	0.61
n381331	Down	chr1	−	0.6
TCONS_00023251-XLOC_011554	Down	chr15	−	0.71
n340611	Down	chr5	+	0.64
NR_034144	Down	chr17	+	0.64
n333320	Down	chr1	+	0.72
n342611	Down	chr4	+	0.73
ENST00000435109	Down	chr2	−	0.71
n332938	Down	chr2	−	0.75
n332918	Down	chr1	+	0.75
n3893	Down	chr12	−	0.7
n408049	Down	chr2	+	0.75
n407172	Down	chr5	−	0.74
NR_002977	Down	chr11	+	0.76
n342784	Down	chr11	−	0.66
ENST00000429933	Down	chr13	+	0.75
n406963	Down	chr3	+	0.71
n387024	Down	chr17	−	0.66
ENST00000459169	Down	chr21	+	0.75
n339642	Down	chr3	+	0.75
ENST00000410413	Down	chr3	+	0.72
NR_004387	Down	chr12	+	0.73
n333096	Down	chr1	+	0.73
ENST00000408488	Down	chr4	+	0.41
n384454	Down	chr4	−	0.61
n335600	Down	chr4	+	0.71
n339419	Down	chr3	+	0.7
ENST00000458847	Down	chr21	−	0.4
n406459	Down	chr3	−	0.76
n338422	Down	chr14	−	0.69
n340381	Down	chr5	+	0.73
ENST00000553202	Down	chr12	−	0.69
n340150	Down	chr10	−	0.76
n337962	Down	chr1	−	0.74
NR_046097	Down	chr1	+	0.76
ENST00000459257	Down	chr1	+	0.48
n336936	Down	chr10	−	0.75
n335470	Down	chr6	+	0.72
n342582	Down	chr18	+	0.7
TCONS_l2_00020697-XLOC_l2_010802	Down	chr4	+	0.71
n339794	Down	chr18	−	0.76
n342579	Down	chr4	+	0.76
ENST00000390127	Down	chr4	+	0.67
NR_026680	Down	chr17	+	0.73
n332365	Down	chr6	−	0.71
n407274	Down	chr13	+	0.76
n336583	Down	chr8	−	0.68
NR_003135	Down	chr4	+	0.68
n335585	Down	chr6	−	0.62
TCONS_l2_00011393-XLOC_l2_006157	Down	chr17	−	0.75
n409338	Down	chr8	+	0.73
ENST00000437376	Down	chr10	+	0.67
n339699	Down	chr3	−	0.7
TCONS_00025100-XLOC_012113	Down	chr17	+	0.72
ENST00000410458	Down	chr22	+	0.63
n333458	Down	chr2	−	0.66
ENST00000440803	Down	chr10	−	0.75
n407951	Down	chr7	+	0.71
n340550	Down	chr5	+	0.66
NR_002953	Down	chrX	+	0.73
TCONS_l2_00031062-XLOC_l2_015962	Down	chrY	−	0.7
n385291	Down	chr7	−	0.71
n332754	Down	chr19	−	0.72
n335563	Down	chr5	−	0.68
n342719	Down	chr17	−	0.73
TCONS_00010981-XLOC_004915	Down	chr5	−	0.68
n405896	Down	chr4	+	0.7
n338326	Down	chr14	+	0.65
ENST00000539116	Down	chr12	+	0.72
n334838	Down	chr11	−	0.67
n339111	Down	chr16	−	0.64
TCONS_00011856-XLOC_005347	Down	chr6	+	0.62
n382989	Down	chr16	+	0.66
ENST00000408148	Down	chr4	−	0.38
ENST00000408407	Down	chr4	−	0.38
n408284	Down	chr11	−	0.66
n340108	Down	chr10	+	0.69
n408057	Down	chr21	−	0.73
n335665	Down	chr12	−	0.69
NR_003086	Down	chr10	+	0.74
n341449	Down	chr13	+	0.62
ENST00000560295	Down	chr8	−	0.71
n336585	Down	chr1	−	0.73
TCONS_l2_00014965-XLOC_l2_008329	Down	chr2	−	0.71
n381011	Down	chr12	−	0.69
ENST00000516262	Down	chr19	+	0.76
n337724	Down	chrX	−	0.62
ENST00000365465	Down	chr12	−	0.76
n339340	Down	chr3	−	0.76
n335618	Down	chr7	+	0.7
n383697	Down	chr2	+	0.73
NR_027451	Down	chr20	−	0.71
n386477	Down	chr8	−	0.61
n381720	Down	chr11	−	0.75
NR_003689	Down	chr5	+	0.75
n385130	Down	chr7	+	0.69
n338054	Down	chr15	+	0.73
n339273	Down	chr3	+	0.66
n339125	Down	chr16	+	0.75
TCONS_00007073-XLOC_002996	Down	chr3	+	0.71
n335629	Down	chr11	+	0.75
n338352	Down	chr14	+	0.71
TCONS_00020239-XLOC_009920	Down	chr12	+	0.72
n407424	Down	chr7	+	0.75
n410028	Down	chr11	+	0.73
n381557	Down	chr10	+	0.64
n409073	Down	chr11	+	0.76
n340600	Down	chr17	+	0.62
n384785	Down	chr5	−	0.67
n341705	Down	chr9	+	0.71
n346209	Down	chr1	−	0.69
n410553	Down	chr10	+	0.73
n337716	Down	chr15	+	0.72
ENST00000455464	Down	chr1	+	0.7
n407438	Down	chr14	+	0.71
n335719	Down	chr21	+	0.74
n341228	Down	chr7	+	0.69
ENST00000365473	Down	chr6	+	0.64
NR_026680	Down	chr17_ctg5_hap1	−	0.75
n339622	Down	chr3	+	0.67
ENST00000453508	Down	chrX	+	0.73
n332887	Down	chr12	−	0.74
n405865	Down	chr10	+	0.75
n342118	Down	chr6	+	0.61
n407887	Down	chr20	−	0.72
ENST00000412312	Down	chr2	−	0.73
n385370	Down	chr8	+	0.63
n407311	Down	chr1	−	0.74
TCONS_00030033-XLOC_014513	Down	chr7_gl000195_random	−	0.73
n342861	Down	chr9	−	0.75
ENST00000459514	Down	chr12	−	0.76
n337282	Down	chr11	+	0.68
NR_028379	Down	chrX	−	0.74
n345003	Down	chr8	−	0.69
n383521	Down	chr19	−	0.71
ENST00000424474	Down	chr1	+	0.75
n345156	Down	chr11	−	0.76
n332921	Down	chr5	−	0.72
n381233	Down	chr1	+	0.75
n332826	Down	chr9	−	0.76
n337780	Down	chrX	−	0.62
n340463	Down	chr17	−	0.74
n340776	Down	chr5	−	0.74
n332637	Down	chr4	−	0.68
n339112	Down	chr16	−	0.74
n333868	Down	chr17	+	0.74
n326264	Down	chr1	−	0.63
n384227	Down	chr3	−	0.72
n339624	Down	chr20	+	0.74
ENST00000516836	Down	chr15	+	0.73
ENST00000401195	Down	chr13	+	0.73
n337637	Down	chrX	+	0.71
n334856	Down	chr2	−	0.73
ENST00000458939	Down	chr5	+	0.68
n326195	Down	chr1	−	0.74
ENST00000533009	Down	chr11	−	0.7
n341273	Down	chr7	−	0.75
n335663	Down	chr3	+	0.73
n384440	Down	chr4	−	0.69
n339680	Down	chr3	−	0.55
n384435	Down	chr4	+	0.73
ENST00000459440	Down	chr7	+	0.72
n344955	Down	chr7	−	0.75
ENST00000408341	Down	chr3	−	0.76
n345418	Down	chr1	+	0.71
n338521	Down	chr14	−	0.74
n334200	Down	chr17	+	0.69
n382511	Down	chr15	−	0.72
n342042	Down	chr6	−	0.74
ENST00000458919	Down	chrX	+	0.74
ENST00000516343	Down	chr5	−	0.75
n335510	Down	chr20	−	0.75
ENST00000555853	Down	chr14	−	0.76
n338173	Down	chr22	+	0.72
ENST00000384483	Down	chr17	−	0.71
n386264	Down	chr2	+	0.67
n332849	Down	chr17	−	0.75
ENST00000390855	Down	chr1	−	0.75
ENST00000390928	Down	chr1	−	0.75
ENST00000391148	Down	chr7	+	0.75
n339455	Down	chr3	−	0.68
n341491	Down	chr8	+	0.65
NR_002936	Down	chr6	−	0.74
n341245	Down	chr7	−	0.61
ENST00000459168	Down	chr18	+	0.76
n339122	Down	chr2	−	0.71
n381271	Down	chr1	+	0.75
n332616	Down	chr10	+	0.71
n333506	Down	chr7	−	0.76
NR_003021	Down	chr14	−	0.73
n332612	Down	chr1	−	0.67
n384625	Down	chr5	−	0.74
ENST00000459540	Down	chr1	+	0.76
n385115	Down	chr7	−	0.74
NR_004398	Down	chr2	−	0.76
n339305	Down	chr16	+	0.75
n342319	Down	chr14	+	0.72
n408176	Down	chr2	−	0.76
n384541	Down	chr4	+	0.67
n382184	Down	chr14	+	0.74
TCONS_00015557-XLOC_007549	Down	chr9	+	0.76
n323966	Down	chr9	−	0.71
n339119	Down	chr2	+	0.76
ENST00000515929	Down	chr2	−	0.76
TCONS_00016238-XLOC_007621	Down	chr9	+	0.74
n337552	Down	chr2	−	0.75
n339967	Down	chr4	+	0.64

The primers used in the study were listed in Table 2 (Table 2).

**Table 2:** The primers used in the study.

18s	F:5′ CGGCTACCACATCCAAGGAA3′
	R :5′ GCTGGAATTACCGCGGCT3′
	
NONHSAT094064	F:5′ TCCGGAGCTGGTGCTGATAA3′
	R :5′ TGAGCAAGTGCTGAGGGTTTA3′
	
Ppargc1a	F:5′ CATGTGCAGCCAAGACTCTG3′
	R :5′ GTGAGGACCGCTAGCAAGTT3′
	
Ppargc1b	F:5′ TGAGGTGTTCGGTGAGATTG3′
	R :5′ CCATAGCTCAGGTGGAAGGA3′
	
Nrf1	F:5′ CTTCAGAACTGCCAACCACA3′
	R :5′ GCTTCTGCCAGTGATGCTAC3′
	
Erra	F:5′ GGAGGACGGCAGAAGTACAA3′
	R :5′ CAGGTTCAACAACCAGCAGA3′
	
Tfam	F:5′ CAAAAAGACCTCGTTCAGCA3′
	R :5′ CTTCAGCCATCTGCTCTTCC3′
	
ME1	F：5′ CTGCTGACACGGAACCCTC3′
	R: 5′ GATCTCCTGACTGTTGAAGGAAG3′
	
ALG10B	F：5′ GCATCCTTTGCCTTCCGTGG3′
	R: 5′ CTTGAGGCAGCCTTGTTTCTG3′

Hierarchical clustering based on levels of LncRNAs in AC16 cell treated with hypothermia (Fig. 1A). 

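The 3 hypothermia arrays and the 3 control arrays were compared over all features, each centred on its mean. The mean distance, as 1 minus the Pearson correlation, was 1.33 between arrays of different groups and 0.994 between arrays of the same group, a difference of 0.336. No other split of the 6 arrays into 3 and 3 gave a larger difference. The next highest was 0.122, and 10 splits cannot give an exact permutation p under 0.1. In the tree with average linkage the first branch held control replicates 1 and 2, and control replicate 3 joined the hypothermia arrays. With complete linkage the first branch parted the groups. Over the noncoding features the difference was 0.229, and the first branch again held control replicates 1 and 2. Over the 38 matched Table 1 RNAs, which were chosen for a difference between the groups, it was 1.33 and the first branch parted hypothermia from control. Without control replicate 3 the difference was 0.524. The first branch parted the groups without any one of the control arrays, and did not when a hypothermia array was left out. The signal of EGR1, the most raised gene, was 7.02 in control replicate 3. It was 7.14 ± 0.212 (SD, n = 3) in the controls and 10.4 ± 0.32 (SD, n = 3) at 28 °C.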

The KEGG Pathway analysis of LncRNA-UIHTC (lncRNA upregulated in hypothermia treated cardiomyocyte, NONHSAT094064) was shown in (Fig. 1B). The full sequence of LncRNA-UIHTC has been shown in (Fig. 1C). Moreover, the Coding Potential Calculator result indicates that LncRNA-UIHTC is no-coding RNA (Fig. 1D). Then, we overexpression of UIHTC by AAV9 in rat and found that UIHTC was successfully overexpressed in rat after MI 28 days (Fig. 1E and F). Next, we overexpressed UIHTC in AC16 cells and found that UIHTC inhibited H_2_O_2_ induced apoptosis (Fig. 1G–I).

**Fig. 1:**
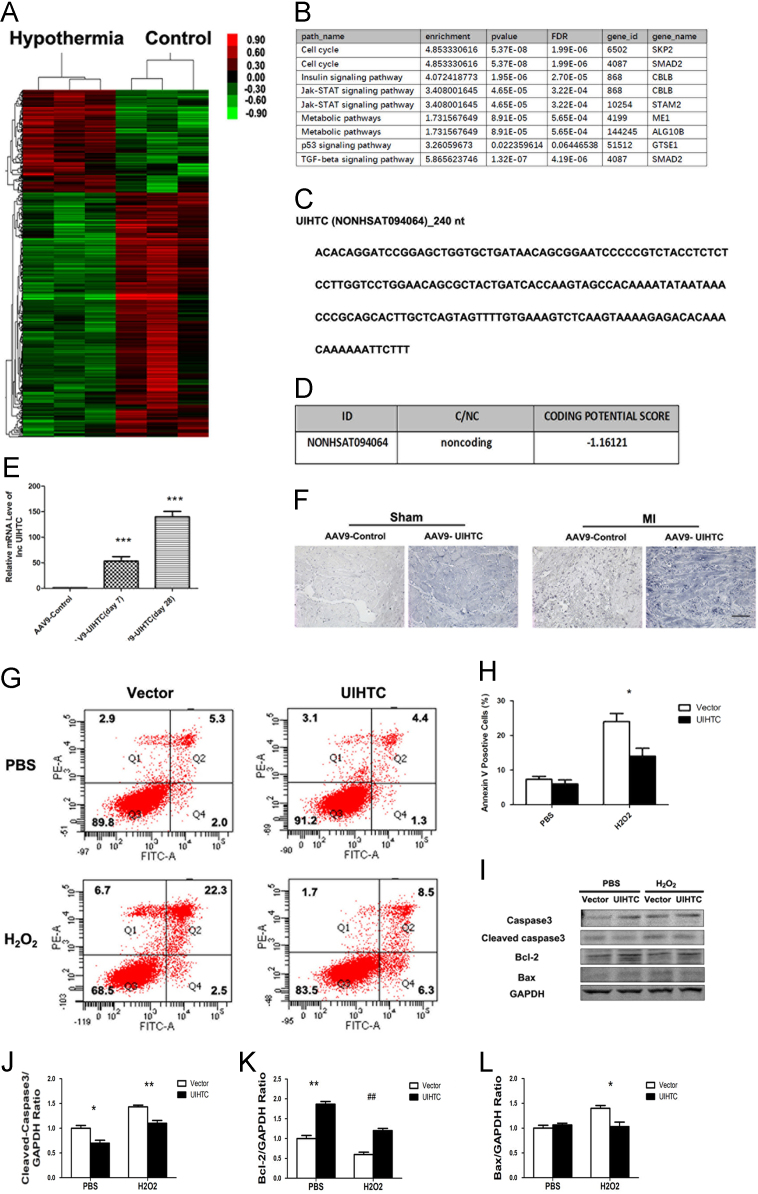
UIHTC protects against MI **A**, Hierarchical clustering based on levels of LncRNAs in AC16 cell treated with hypothermia or not. **B**, KEGG Pathway analysis of LncRNA-UIHTC. **C**, The full sequence of LncRNA-UIHTC. **D**, The Coding Potential Calculator result indicates that LncRNA-UIHTC is no-coding RNA. **E**, Real-time PCR quantification of UIHTC expression in indicated days. ***, *p* < 0.001 vs AAV9-Control. **F**, in situ hybridization showing staining of UIHTC in cardiac myocytes (scale bar represents 100 µm). **G, H**, Apoptosis rate of AC16 cells was decreased in UIHTC transfected cells. *, *p* < 0.05 vs Vector H_2_O_2_. **I**, Caspase 3, Bcl-2 and Bax were determined by Western blot in indicated cells. **J**, Quantitation of Cleaved casepase3 and GAPDH. *, *p* < 0.05 vs Vector PBS; **, *p <* 0.01 vs Vector H_2_O_2_. **K**, Quantitation of Bcl-2 and GAPDH. **, *p <* 0.01 vs Vector PBS; ##, *p <* 0.01 vs Vector H_2_O_2_. **L**, Quantitation of Bax and GAPDH. *, *p <* 0.05 vs Vector H_2_O_2_.

UIHTC expressed AC16 exhibited no significantly capacity to use and increase oxidation of glucose when trying to compensate for BPTES- and etomoxir-induced inhibition of alternative fuel pathways (i.e., glutamine oxidation and long chain fatty acid oxidation, respectively) (Fig. 2A–D).

**Fig. 2:**
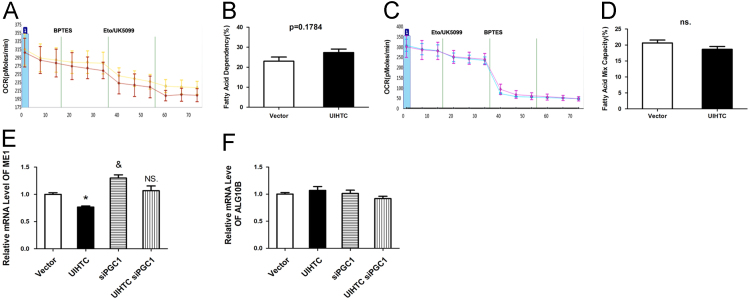
UIHTC protected cardiomyocytes through enhancing mitochondrial function. **A–D**, Figure shows the fatty acid dependency and capacity of control and overexpressed UIHTC cells. **E**, Real-time PCR quantification of ME1 expression. *, *p* < 0.05 vs Vector; &, *p* < 0.05 vs Vector; ns, *p* > 0.05 vs Vector. **F**, Real-time PCR quantification of ME1 expression.

## 2 Materials and methods

### 2.1 Human specimens

All the fresh human tissue specimens used in this study were obtained from patients who underwent heart transplantation for heart failure at Department of Cardiovascular Surgery, General Hospital of Shenyang Military Area Command in Shenyang, Liaoning, China. The procedure of human sample collection and analysis was approved by the Ethics Committee of General Hospital of Shenyang Military Area Command.

### 2.2 Cells culture and microarray analysis

Cell line of human adult ventricular cardiomyocytes (AC16) and microarray data has been described before [1]. The microarray data have been deposited in NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE71361.

### 2.3 Gene silencing and plasmid transfection

Synthetic small interfering RNA (siRNA; scrambled, PGC1α and UIHTC -targeting siRNA) were purchased from Genepharma Co. (Shanghai, China). The sequences of siRNA against PGC1α are shown as follow: siPGC1α #1 forward: GCCAAACCAACAACUUUAUUU; reverse: AUAAAGUUGUUGGUUUGGCUU. The sequences of siRNA against UIHTC are shown as follow: si UIHTC #1 forward: GUGCUGAUAACAGCGGAAUTT; reverse: AUUCCGCUGUUAUCAGCACTT; si UIHTC #2 forward: CGCUACUGAUCACCAAGUATT; reverse: UACUUGGUGAUCAGUAGCGTT. The transfection of siRNAs was performed according to the manufacturers’ instructions. For the plasmid construction, the full-length of UIHTC was subcloned into an XhoI/EcoRI site of a transposon-based pEX-2 vector.

### 2.4 in situ hybridization

For in situ hybridization, the probe used for detecting UIHTC-labeled digoxin was designed and synthesized by Takara (Dalian, China). The probe sequence was designed as 5DigN/TACTTGGTGATCAGTAGCGCT/3Dig_N. Hybridization was performed using the in situ hybridization Kit (Boster Bio-Engineering Company, Wuhan, China) according to the manufacturer's instructions.

### 2.5 Real-time PCR analysis

The RNA of each sample was extracted from the infarction and border zone. Real-time PCR was performed using a SYBR Green PCR Kit (Applied Biosystems) and an ABI 7900HT Fast Real-Time PCR System (Applied Biosystems). The sequences of primers used were listed in Table 2.

### 2.6 Western blot analysis

The protein of each sample was extracted from the infarction and border zone. Western blot analysis was carried out as described previously [2]. The nitrocellulose filter membranes were incubated overnight at 4 °C with diluted antibodies against Caspase 3 (1:1000, CST), Bcl-2 (1:200, Santa Cruz), Bax (1:200, Santa Cruz), or PGC1α (1:200, Santa Cruz).

### 2.7 Masson trichrome staining

Masson trichrome staining was carried out as described previously [3]. Briefly, Paraffin-embedded tissue samples were sectioned (3 µm) and Masson's trichrome staining (Baso Diagnostics Inc. Zhuhai, China) was performed following the manufacturer's instruction.

#### 2.8 Detection of myocardial cell apoptosis of myocardial cell apoptosis

After heart tissue section, myocardial apoptosis was detected using terminal deoxynucleotidyltransferase-mediated dUTP nick end labeling (TUNEL) (Roche, Basel, Switzerland).

### 2.9 AAV9-mediated gene expression

The sequence of human UIHTC was cloned into the p3×Flag CMV vector. AAV9-EGFP and AAV9-EGFP- UIHTC were prepared by Hanbio Biotechnology Co., Ltd. (Shanghai, China).

### 2.10 Myocardial infarction model and experimental design

MI rat model was established as described previously [4]. The rats were anesthetized with 1% sodium pentobarbital (50 mg/kg). Myocardial ischemia surgery was performed by exposing the heart with a left thoracic incision. A silk ligature was placed around left anterior descending coronary artery. Immediately after ligation, 30 μl of recombinant AAV9 vector (AAV9-UIHTC or AAV9-control; 1 × 10^11^ vg per animal) was injected around the infarction region.

### 2.11 Echocardiography

Structural and functional parameters were assessed in sedated (Isoflurane 1.0%) rats by echocardiography (Visualsonics VEVO 2100). Under anesthesia, the chest was shaved, and two-dimensional echocardiography was performed using our echocardiographic. M-mode and B-mode images were collected at baseline, as well as at 2, and 4 weeks. The LV ejection fraction (%EF) and fractional shortening (%FS) were automatically calculated by the echocardiographic system.

### 2.12 Measurement of endogenous ROS level

The intracellular ROS levels were detected by labeling 2 × 105 AC16 cells with redox-sensitive probes CellRox (5 μM) (Life Technologies) for 30 min at 37 °C. Then the cells were washed twice and resuspended in 0.2 ml PBS. Fluorescence of labeled cells was analyzed by flow cytometry.

### 2.13 ATP measurement

The ATP content in cells was determined using a Luciferase-based Bioluminescence Assay Kit (Beyotime, Haimen, China) following the manufacturer's instruction. The protein of each sample was extracted from the infarction and border zone.

### 2.14 Cellular GSH, NADPH assays

The intracellular NADP/NADPH ratio were determined using a NADP/NADPH Quantitation Colorimetric Kit (Biovision) according to the manufacturer instructions. For measurement of GSH content, a Glutathione (GSH) Assay Kit (Beyotime, Haimen, China) was used as recommended instructions. The protein of each sample was extracted from the infarction and border zone.

### 2.15 JC-1 assay

AC16 cells mitochondrial membrane potential was measured by mitochondrial membrane potential detection kit (JC-1) (Beyotime, Haimen, China).

### 2.16 Metabolic assays

Oxygen consumption rate (OCR) and Extracellular acidification rate (ECAR) were evaluated using the Seahorse XF96 extracellular flux analyzer. One hour before XF assay, AC16 cells (50,000/well) were equilibrated with unbuffered DMEM and maintained in 37 °C for PH stabilization. Analyses were performed both at basal conditions and after injection of OLI (2 µM), FCCP (0,25 mM), Antimycin A (0.5 mM) at indicated time points.

Metabolic dependence was analyzed by XFp Mito Fuel Flex Test kit. Analyses were performed both at basal conditions and after injection of BPTES (3 µM), ETO (4 mM) and UK5099 (2 µM) at indicated time points according to manufacturer's instructions.

## 3 Statistical analysis

RVM t-test was applied to filter the differentially expressed lncRNAs for the control and hypothermia treated group because the RVM *t*-test can raise degrees of freedom effectively in the cases of small samples. 

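Noncoding features were taken by gene symbol in 10 classes, with the matched Table 1 entries added, and few of them passed the test. Of these 3234 features, 6 were higher and 7 were lower at 28 °C at an adjusted p under 0.05 from limma. Adjusted over the list alone, 1 was higher and 1 was lower. Of all 70523 features, 160 were higher and 417 were lower. Among these calls 57 higher and 217 lower features had no symbol, and any noncoding RNAs among them were not counted. Noncoding RNAs with other symbols were not counted either. The signal of MIR221, the gene of a microRNA, was 3.6 ± 0.288 (SD, n = 3) at 28 °C and 2.67 ± 0.0545 (SD, n = 3) at 37 °C, a measured log2 difference of 0.93 (standard error 0.134, adjusted p = 0.0262). Background features had means from 1.76 to 10.9, with a median of 2.47 to 2.60 on each array, so whether MIR221 lay above background at 37 °C was not determined and its fold is not exact. SNORA72 rose by 0.68 on the log2 scale in its brighter feature. Its other feature had a mean of 2.02, below the median background feature of each array, and gives no measure of a change. LINC00273 had 0.53 in its brighter feature (adjusted p = 0.0249) and 0.20 in the other (adjusted p = 0.496). Among the decreases MIR4521 had a log2 fold change of -0.53 (standard error 0.086, adjusted p = 0.042). Of 71 features of H/ACA box small nucleolar RNAs, 3 were higher and 3 were lower, and of 189 features of C/D box RNAs none was higher and 1 was lower. Of 21 small Cajal body RNAs, which guide modification of spliceosomal RNA, none passed in limma or in the random variance model, and 10 had an unadjusted p under 0.05. Adjusted over the list alone, 5 of the 21 were lower, and of 64 H/ACA box genes 7 were higher and 10 were lower. Over the 21 small Cajal body RNAs the median log2 fold change was -0.20, which passed limma's camera with a preset correlation of 0.01 (adjusted p = 0.000238, and adjusted p = 0.324 with an estimated correlation, and 0.0915 from fry). Without control replicate 1, 2 or 3 the counts of higher and lower noncoding features were 1 and 1, 1 and 2, and 17 and 13, and without hypothermia replicate 1, 2 or 3 they were 2 and 1, 3 and 0, and 2 and 3. With the brighter background of each array as a covariate they were 1 and 0. MIR221 passed only without hypothermia replicate 1 or 2, SNORA72 only without control replicate 3 or hypothermia replicate 3, LINC00273 only without control replicate 3 and MIR4521 only without control replicate 2, with an adjusted p of up to 0.12, 0.121, 0.11 and 0.179 in the other fits. The random variance model that the paper names draws the variance of each feature towards a common distribution, as limma does. Fitted here by maximum likelihood, it raised the degrees of freedom from 4 to 8.08. It called 172 features higher and 447 lower after Benjamini-Hochberg adjustment, and all 577 calls of limma were among them. The paper reasons that this model raises the degrees of freedom when samples are few.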

After the significant analysis and FDR analysis, we selected the differentially expressed genes according to the *p*-Value threshold. *p* Value < 0.05 was considered as significant difference. 

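Immediate early genes, which answer to growth factors and stress within minutes to hours, were higher at 28 °C. Of 27 measured, 13 rose and none fell at an adjusted p under 0.05 from limma (22 rose when adjusted over the list alone). The 13 became 8 without hypothermia replicate 1 or 2 and 7 without hypothermia replicate 3. EGR1 had a log2 fold change of 3.24 (standard error 0.168, adjusted p = 0.00139), a 9.44-fold increase. JUNB rose 4.26-fold, KLF10 1.97-fold and FOS 1.81-fold. The median of the list was 0.64, with adjusted p = 6.29e-25 from limma's camera and adjusted p = 0.129 with an estimated correlation. CXCL8, which encodes the chemokine interleukin-8, rose 4.14-fold (adjusted p = 0.00139). CCL2, another chemokine gene, had a log2 fold change of -0.94 (standard error 0.148, adjusted p = 0.0366). It passed only without control replicate 3 or hypothermia replicate 1 (adjusted p up to 0.178 in the other fits that leave out 1 array). Of 18 circadian clock genes 7 rose and none fell (9 rose and 2 fell when adjusted over the list alone), and 3 rose without control replicate 1 or without any one of the hypothermia arrays. BHLHE40, NR1D1 and CIART had log2 fold changes of 1.40, 1.00 and 0.98. The list passed camera with adjusted p = 5.24e-05, and had adjusted p = 0.192 with an estimated correlation. Of 23 TGF-beta target genes 5 rose and none fell (9 rose and 2 fell when adjusted over the list alone), with adjusted p = 3.56e-06 from camera and adjusted p = 0.367 with an estimated correlation. SMAD7, an inhibitor of TGF-beta signalling, rose 2.96-fold. JUNB, CCN2 and BHLHE40 stand in this list and in another of the lists above. SIK1, RHOB, CSRNP1, GPR183 and PPP1R15A were also among the 10 genes with the largest measured increase. GPR183 had a signal of 2.67 ± 0.108 (SD, n = 3) at 37 °C, near the median background feature of the arrays (2.47 to 2.60), so its fold and its rank are not exact. GPR183 passed only without hypothermia replicate 1, CCN2 only without control replicate 1, and the clock gene NR1D2 only without control replicate 2 or 3, with an adjusted p of up to 0.124, 0.147 and 0.0913 in the other fits.

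WDR5B had the largest decrease among named genes, with a log2 fold change of -1.55 (standard error 0.11, adjusted p = 0.00237). ANKRD1, which encodes a cardiac ankyrin repeat protein, had a signal of 7.66 ± 0.195 (SD, n = 3) at 28 °C and 9.01 ± 0.225 (SD, n = 3) at 37 °C, a log2 fold change of -1.34 (adjusted p = 0.00678). C5orf34, RNF111, TUBD1, PAPOLG, NABP1, LYSMD3, ZNF284 and CNEP1R1 fell by between 1.03 and 1.19 on the log2 scale. Without control replicate 1, PAPOLG, LYSMD3, ZNF284 and CNEP1R1 missed the threshold, LYSMD3 also without hypothermia replicate 1 (adjusted p up to 0.0513, 0.0554, 0.051 and 0.0525 in that order). Of 22 heat-shock proteins and cochaperones none was higher and 1 was lower (5 lower when adjusted over the list alone), with adjusted p = 3.64e-05 from camera and adjusted p = 0.36 with an estimated correlation. The 1 was HSPA1A, with a log2 fold change of -0.68 (standard error 0.065, adjusted p = 0.00583), and its features cannot be told from the near-identical HSPA1B. The cold-shock gene CIRBP had a log2 fold change of 0.25 (adjusted p = 0.172) and RBM3 had 0.10 (adjusted p = 0.56). In all, 160 features were higher and 417 were lower at 28 °C. After centring each array on its median, 121 were higher and 426 were lower. At an unadjusted p under 0.05 the counts were 3817 and 4286. Leaving out a hypothermia array gave 60 to 62 higher and 112 to 166 lower. Without control replicate 1 there were 67 higher and 133 lower, without control replicate 2 there were 86 and 208, and without control replicate 3 there were 214 and 799. The 15 leukocyte markers measured all had a higher mean at 28 °C, none past the threshold, with a median log2 fold change of 0.09 (adjusted p = 0.0193 from camera, adjusted p = 0.403 with an estimated correlation). At an unadjusted p under 0.05, 3 of them passed, and none in the random variance model, and without hypothermia replicate 1 the list had an adjusted p = 0.0711. AC16 is a cultured cell line, so this was not read as a change in leukocytes. A small rise was not particular to this list. Of 942 antisense and related noncoding RNAs, 671 had a higher mean at 28 °C and 271 a lower one, with a median of 0.05. The brighter background features of the arrays had a median log2 fold change of 0.18 and the dimmer ones 0.0139, and none passed. With the mean of the brighter ones per array as a covariate, added after seeing the data, 66 features were higher and 105 lower. In that fit 6 immediate early genes passed, and the leukocyte list had an adjusted p = 0.143 from camera.

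**Figure D2:**
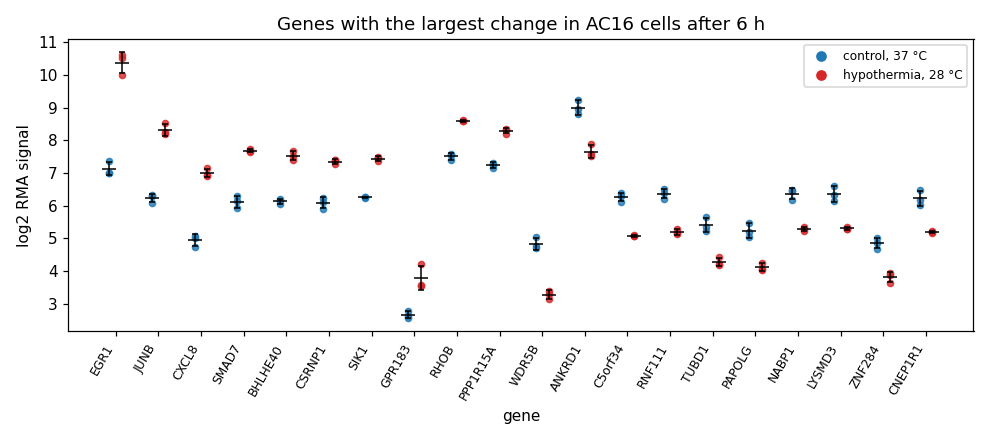
Log2 RMA signal (vertical axis) of the 10 genes with the largest increase and the 10 with the largest decrease at 28 °C. Coloured points are the 3 arrays per group, black bars are means and SD, and the arrays of the groups do not overlap in any of these genes, which were chosen for that.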

Results are presented as mean ± SD. Unpaired two-tailed Student's *t*-test or one-way ANOVA analyzed all the data. Statistical significance was set at *p* < 0.05. Statistical analysis was carried out using Prism Software (GraphPad).

# Supplementary material for: Data on long noncoding RNA upregulated in hypothermia treated cardiomyocytes protects against myocardial infarction through improving mitochondrial function
**Source:** Data Brief. 2018 Feb 5;17:610–25. doi: 10.1016/j.dib.2018.01.052
**Supplement:** Supplementary file 1 — Supplementary material

**Disclosure**

None.

How the deposited data were processed for this re-analysis (not part of the article)

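Total RNA of AC16 cells at 28 °C or 37 °C for 6 h was measured on 6 arrays, 3 per group. The authors deposited log2 values made with RMA, which corrects the background, normalizes between arrays and summarises the probes of a feature. The version and settings of RMA are not given in the sources used here. The deposited log2 values were used without further normalization. Signals of background features ranged from 1.76 to 10.9 by feature, so no single level separates signal from background.

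Each feature was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with the group as the only term, and p-values were adjusted by Benjamini-Hochberg over the 70523 features. An adjusted p under 0.05 was the threshold. All adjusted p-values of single genes come from limma unless another test is named. 2995 of the features are not transcript clusters. They include 155 whose names mark them as ERCC controls and 23 that are background features, and 3 of the higher and 12 of the lower features are among the 2995. Current gene symbols were taken by gene ID or symbol from a RefSeq gene table of the assembly GRCh38.p14. 23777 of the 23781 features with 1 symbol were found there, 306 were renamed, and 4 kept the symbol of the annotation. Where a gene had several features, the one with the highest mean over the 6 arrays was used. NRF1 and ALG10B have only a feature with several symbols, so neither has a value. A further gene of the rule below is not reported here.

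Noncoding features were those with a symbol of 1 of 10 classes (small nucleolar, small Cajal body, small nuclear, Y, signal recognition particle and microRNA genes, long intergenic, antisense or divergent, and host gene RNAs), and the matched Table 1 entries. A symbol that met the patterns of both microRNA and host genes was counted as a host gene. A Table 1 accession was matched through its RefSeq symbol. Of the 49 RefSeq accessions, 38 had a single feature, 3 had several and 8 had none. The 3 with several were left out after their values were seen, because their features differed.

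The gene lists, the noncoding classes, the rule for named genes, the tests and most alternatives were fixed before the data were examined. The rule named the 10 genes with the largest increase and the 10 with the largest decrease among those past the threshold with no overlap between groups, 5 noncoding RNAs in each direction by the same criteria, the genes the paper names, CIRBP and RBM3, up to 4 members of each list, and the 5 highest and 5 lowest matched entries of Table 1, whose Table 1 values had been seen. SNORA13, NORAD, OIP5-AS1 and LINC00641, or the role in which they appear, were chosen after their values were seen. The 27 lists and the classes were tested with limma's camera at a preset correlation of 0.01 and adjusted by Benjamini-Hochberg over the lists or over the classes. An estimated correlation and fry were alternatives. For the intensity trend, the random variance model and the plain t-test, lists and classes were tested with limma's cameraPR on the t values of that fit. It used the same preset correlation. A list or class that changed there may have done so through this other test rather than through the variances. fry tests a list against no change, while camera tests it against the other genes, so their p-values answer different questions. Clustering used average linkage on 1 minus the Pearson correlation of centred features.

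The alternatives were quantile normalization, centring of each array on its median, and filters at the 25th and 50th percentile of the mean signal. Other tests were an intensity trend with robust variances, the random variance model and a plain t-test per feature. The paper names the random variance model for the comparison of the groups, and Student's t-test for its data in general. Further alternatives were other thresholds with and without a 1.3-fold minimum, array weights, the replicate number as a block and leaving out each array. Clustering was repeated with other distances, linkages and feature sets. Simulated data with 70523 features, of which 67, 67 and 66 were changed by 0.5, 1 and 2, were used to test the fits of hypothermia against control. limma recovered 25.4 percent of changes of 0.5 on the log2 scale, 92.5 percent of changes of 1 and 100 percent of changes of 2. The simulated variances were drawn from the distribution that limma fitted to these data, which favours limma. UIHTC and the Table 1 rows without a RefSeq accession were not analysed here.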

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

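The paper describes noncoding RNAs. The 11 gene lists below, mostly of protein-coding genes, passed limma's camera at its preset correlation, and the paper does not report on them. The medians of the log2 fold changes (28 °C minus 37 °C) were 0.643 for immediate early genes, 0.205 for circadian clock genes, 0.164 for TGF-beta target genes and 0.089 for leukocyte markers. They were -0.124 for heat-shock proteins, -0.148 for mitosis and G2/M genes, -0.0722 for respiratory chain and ATP synthase subunits, -0.0861 for fatty acid oxidation genes, -0.0353 for ribosome biogenesis genes, -0.106 for SR and hnRNP splicing factors and -0.0622 for replication-dependent histone genes. None of the 27 lists passed with an estimated correlation. In fry, the immediate early, clock, TGF-beta target, heat-shock and fatty acid oxidation lists passed. The mitosis, histone, ribosome biogenesis and leukocyte lists had an adjusted p of 0.0987 there, the respiratory chain list 0.058 and the splicing list 0.361. The other 5 lists that passed fry (cold-shock, unfolded protein response, p53, glycolysis and inflammatory genes) did not pass camera. The histone list also missed the threshold in the random variance model (adjusted p = 0.0616), after quantile normalization (0.0625), with an intensity trend (0.064), with array weights (0.0771) and above the 50th percentile of the mean signal (0.133). The values for the random variance model and the intensity trend come from cameraPR in place of camera, so the variances need not be why they differ. After quantile normalization the ribosome biogenesis list had 0.227. With the brighter background as a covariate the ribosome biogenesis list had 0.486, the histone list 0.27, the mitosis and fatty acid oxidation lists 0.0657, the respiratory chain list 0.087, the leukocyte list 0.143 and the splicing list 0.501. Without control replicate 2 the histone, ribosome biogenesis and splicing lists had an adjusted p of 0.12, 0.0589 and 0.324. The histone list had 0.128 and the leukocyte list 0.0711 without hypothermia replicate 1, and the splicing list had 0.0948 without hypothermia replicate 3.

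The tests of identical features and of the background of control replicate 3 were chosen after the results they bear on had been seen. The fit with the background level as a covariate was added after seeing the data, with its predictions written before it was run.

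The increase of the immediate early genes was weighed first. If a trend of array signal with the background level were its whole cause, the list's median would lie under 0.214 in a fit with the brighter background of each array as a covariate. It was 0.567, although only 6 of the 27 genes passed there. The standard error of the mean over the 27 genes was 0.129, which takes the genes as independent. Further quantile normalization gave a median of 0.656, against 0.643 as deposited. The deposited values had already been normalized between arrays by RMA, so this cannot tell whether that step made the increase, and it stays open. The lower temperature and any difference in handling between the groups stay open too, and the design cannot separate them.

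More features were lower than higher at 28 °C, with 27.7 percent of the calls higher. Centring each array on its median gave 22.1 percent, counting identical features once gave 29.6 percent, and the background covariate gave 38.6 percent. Repeated features or the background level as the whole cause needed at least as many higher as lower calls, and the last 2 values argue against them. The median signals were 3.39, 3.39 and 3.41 at 28 °C, against 3.33, 3.34 and 3.40 at 37 °C. Centring therefore lowered the signals at 28 °C on average, so its lower share was set in advance and tests no offset. An offset behind the lower calls would need lower medians at 28 °C, and on average they were higher. The covariate fit made 171 calls in place of 577. The brighter background features had a median log2 fold change of 0.184 between the groups, and the dimmer ones 0.0139. Part of the calls may therefore follow the brighter background.

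Control replicate 3 stood apart from the other controls after centring of the features. It then correlated with control replicates 1 and 2 at -0.137 and -0.245, and these correlated with each other at 0.205. Without centring the values were 0.99617 and 0.9935, against 0.996. There control replicate 3 correlated with hypothermia replicates 1, 2 and 3 at 0.99488, 0.99538 and 0.99628, each above its 0.9935 with control replicate 2. Control replicate 2 correlated with these hypothermia arrays at 0.99273, 0.99321 and 0.99203, lower than either other control. Without centring, control replicate 2 was thus the control least like the hypothermia arrays. A hypothermia array with a wrong label is argued against by its immediate early genes. Their median over the other controls was 0.0232, while that of the hypothermia arrays was 0.602. The standard error of the mean over genes was 0.0272 for this 1 array, and takes the genes as independent. Its brighter background lay 0.316 above the other controls, at 6.47 against 6.15, and near the 6.43 of the hypothermia arrays. In the dimmer background features it had a mean of 1.98, between the 1.86 and 2.01 of control replicates 1 and 2. A difference in the brighter background features, by name those of higher GC content, is therefore a candidate explanation.

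Other splits of the 6 arrays into 3 and 3 were tested. The real split gave 577 features, 13 noncoding features and 11 lists. The highest of the other splits gave 2 features, 0 noncoding features and 9 lists. In each case 1 of the 10 splits, the real one, reached the real count. 10 splits are too few for a share under 0.05. The count of lists hardly set the real split apart. Exchanging control replicate 3 with hypothermia replicate 2 or 3 gave 9 lists and 0 features each. Such splits keep part of each group together, so some of a real difference may remain in them. A list that passes camera at the preset correlation is therefore weak evidence by itself of a difference between the groups.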

How the results depend on the processing

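The direction of all 48 named genes past the threshold held under each alternative that tested them. GPR183 and MIR221 lay under the 50th percentile of the mean signal and were not tested with that filter. None of the 48 passed after adjustment of the plain t-test per feature. In the simulated data this test recovered 1.49, 8.96 and 63.6 percent of changes of 0.5, 1 and 2 on the log2 scale. Its lack of calls therefore says little about changes of 1 or less. All 48 kept their call in the random variance model, which the paper names for the comparison of the groups. The lists of immediate early, clock, TGF-beta target and heat-shock genes passed in every setting except an estimated correlation. The count of lists moved from 11 to 0 with an estimated correlation, and that of noncoding classes from 5 to 0, and to 0 with fry. The fatty acid oxidation list had an estimated correlation of -0.0144, under the preset 0.01. Its adjusted p from camera still rose from 0.0193 to 0.348 with the estimated one. A higher correlation among its genes therefore cannot be why it was lost. The cause of a change was not tested unless stated. The background features reached 10.9, so which dim features lie above background was not determined.

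The plain test per feature called 0 features in either direction after adjustment, with 0 noncoding features, 0 Table 1 entries and 1 noncoding class. Unadjusted it called 3479 higher and 3708 lower, 163 and 98 noncoding, and 32 Table 1 entries. Unadjusted limma called 3817 and 4286, 215 and 124 noncoding, and 38 entries. With a 1.3-fold minimum these were 560 and 1299, 37 and 41, and 35. Above the 50th percentile of the mean signal, where fewer features are tested, limma called 249 and 628, 10 and 13 noncoding, and 12 entries. Array weights gave 379 and 1107, 21 and 24 noncoding, and 18 entries. The noncoding classes that passed were 2 after quantile normalization, 8 above the 25th percentile, 2 with an intensity trend and 3 in the random variance model. Those of the plain test, the intensity trend and the random variance model come from cameraPR in place of camera.

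Without 1 array, the calls ranged from 60 to 214 higher and 112 to 799 lower, 1 to 17 noncoding higher and 0 to 13 lower, 2 to 10 Table 1 entries and 2 to 8 noncoding classes. The most features, noncoding features and Table 1 entries passed without control replicate 3, and the most classes without hypothermia replicate 3.

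Same-numbered arrays of the groups share only a number. Their deviations from the group means correlated at -0.0817, 0.114 and 0.215. With the replicate number as a block, 122 features were higher and 304 lower, 3 and 2 noncoding features passed, and 4 Table 1 entries. In clustering, centring each same-numbered pair on its mean makes its arrays mirror images, which sets them apart by construction. The separation of the groups was 0.807 with this block, so that value is no evidence of separation. Without the block it was 0.541 above the 50th percentile and 1.33 over the matched Table 1 entries. As a Euclidean distance, which is another scale, it was 8.10, and without 1 array it was 0.241 to 0.524.

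Alternatives chosen after seeing the data were 4. Transcript clusters alone gave 206 higher and 494 lower features, with 11 noncoding higher. The brighter background as a covariate, which takes up a degree of freedom and is partly shared with the group, gave 66 and 105, 1 and 0 noncoding, 1 Table 1 entry and 2 noncoding classes. Counting identical features once gave 155 and 369. With the 3 Table 1 accessions of several features at their brightest feature, 8 entries passed and 41 had the direction of Table 1.

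Directions turned only where the value did not pass the threshold in the turned fit. After quantile normalization ESRRA had a log2 fold change of 0.011, and the G1/S and erythroid lists had an adjusted p of 0.573 and 0.805. After centring PPARGC1A had -0.0063 and the erythroid list 0.961. With the background covariate TFAM, EGFL7 and SLC4A1 had 0.019, -0.027 and -0.028. The G1/S, splicing, endothelial and erythroid lists then had 0.423, 0.501, 0.799 and 0.501, and C/D box RNAs 0.881. Of these, the splicing list and C/D box RNAs passed without the covariate. Without 1 array ESRRA ranged from -0.053 to 0.026 and PPARGC1B from -0.039 to 0.010, and the adjusted p from 0.0723 to 0.919 for fibroblast markers, from 0.55 to 0.989 for erythroid markers and from 4.38e-05 to 0.686 for small nuclear RNAs.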

Differences from the paper's values

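A fold was said to differ from the paper's if it was off by more than 1.5 times and by more than the SD within groups. By this rule none of the 38 matched Table 1 entries differed, in limma or under any alternative set before the data were examined. Most of the paper's folds for them lie within 1.5 times of no change, so for these the rule could hardly fail. The paper's folds were 0.983 times those computed here at the median, and between 0.976 and 0.992 times. The paper lists all 38 as changed, and 31 of them did not pass an adjusted p under 0.05 here. The paper states that selection went by a p-value under 0.05, after an FDR analysis, and does not say whether this p was adjusted. At an unadjusted p under 0.05, limma called all 38, as did the random variance model that the paper names for this comparison. The plain t-test per feature called 32. With a fold of at least 1.3 added, limma called 35. With the adjusted threshold, array weights gave 18 and the filter at the 50th percentile of the mean signal gave 12.

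Fig. 1A parts hypothermia from control on lncRNAs. Over all features with average linkage, control replicate 3 joined the hypothermia arrays. The groups parted with complete linkage, after quantile normalization and among features above the 50th percentile. They also parted over the matched Table 1 entries, chosen for a difference, and without any one of the control arrays. With the replicate block they parted too, where centring each pair sets its arrays apart by construction. They did not part over the noncoding features alone, with Euclidean or Spearman distances, or without any one of the hypothermia arrays. The features of Fig. 1A were not all identified here. The noncoding features used here were taken by gene symbol and were not chosen for a difference, so these trees do not test Fig. 1A.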

Other observations

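Of 56 measured nuclear-encoded subunits of the respiratory chain and ATP synthase, none passed the test in either direction, and 43 had a lower mean at 28 °C (adjusted p = 0.00168 from camera, adjusted p = 0.36 with an estimated correlation). Of 22 fatty acid oxidation genes none passed either (adjusted p = 0.0193 from camera, adjusted p = 0.348 with an estimated correlation). At an unadjusted p under 0.05, 3 of the 56 and 6 of the 22 passed, and none of either list passed in the random variance model. After quantile normalization neither list passed camera (adjusted p = 0.128 and 0.102), nor did they with the background covariate (0.087 and 0.0657). Of 22 glycolysis and glucose uptake genes, PFKFB3 and HK2 rose, with log2 fold changes of 0.46 and 0.42 (adjusted p = 0.0372 and 0.025 from limma). Of this list 3 rose when adjusted over the list alone. It had an adjusted p = 0.165 from camera, and a positive direction with 0.00331 after quantile normalization, 0.00701 with the plain test per feature, 0.0395 with the background covariate and 0.00392 from fry. PFKFB3 missed the threshold whichever of the 6 arrays was left out, and HK2 passed only without control replicate 3 (adjusted p up to 0.154 and 0.123). Of 19 genes of the PGC1 axis, POLG2, the accessory subunit of the mitochondrial DNA polymerase, fell by 0.80 on the log2 scale (adjusted p = 0.0112), and missed the threshold without control replicate 1 or hypothermia replicate 1 or 2 (adjusted p up to 0.0654). Of this PGC1 list 2 were lower when adjusted over the list alone (adjusted p = 0.164 from camera). PPARGC1B, for which the paper lists primers, had a log2 fold change of -0.01, and TFAM and ESRRA had -0.14 and -0.01. The signals of PPARGC1A, for which it lists primers too, were 2.31 at 28 °C and 2.28 at 37 °C, below the median background feature of each array (2.47 to 2.60), so it was not shown to be above background.

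Of 22 apoptosis regulators 2 rose, 1 fell and 19 did not pass (2 rose and 2 fell when adjusted over the list alone, adjusted p = 0.666 from camera). PMAIP1 and BCL2L11, which encode proapoptotic BH3-only proteins, had log2 fold changes of 0.85 and 0.50 (adjusted p = 0.0105 and 0.0221). A dimmer feature of BCL2L11, with a mean of 2.80, had 0.30 and did not pass (adjusted p = 0.368). APAF1, which encodes the scaffold of the apoptosome, had -0.66 (adjusted p = 0.0237). BAX and BCL2 had 0.09 and -0.12 and did not pass. GADD45A rose by 0.53 on the log2 scale. PMAIP1 missed the threshold without control replicate 1 or hypothermia replicate 1 or 2 (adjusted p up to 0.0549). GADD45A passed only without control replicate 2 or 3, and BCL2L11 and APAF1 only without control replicate 3, with an adjusted p of up to 0.129, 0.114 and 0.124 in the other fits. BORA, a mitotic regulator, was the 1 of 31 mitosis and G2/M genes that passed, with -0.80 (adjusted p = 0.0347; 3 lower when adjusted over the list alone). The list had adjusted p = 2.21e-06 from camera and adjusted p = 0.398 with an estimated correlation, and 0.0657 with the background covariate. Of 21 SR and hnRNP splicing factors SRSF5 rose, with 0.60 (adjusted p = 0.0367), while the list's median was -0.11 (adjusted p = 0.0238 from camera, adjusted p = 0.597 with an estimated correlation). In the splicing list 3 were higher and 4 lower when adjusted over the list alone. The list had an adjusted p = 0.227 after quantile normalization, 0.0656 in the random variance model, 0.07 with an intensity trend, 0.14 above the 50th percentile, 0.361 from fry, 0.324 without control replicate 2 and 0.0948 without hypothermia replicate 3. BORA and SRSF5 passed only without control replicate 2 or 3 (adjusted p up to 0.144 and 0.155 in the other fits).

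The paper does not say which samples its pathway analysis in Fig. 1B used. Of the genes it names there, CBLB fell by 0.70 on the log2 scale at 28 °C (standard error 0.0721, adjusted p = 0.00725 from limma). GTSE1 had a log2 fold change of -0.34 (adjusted p = 0.0573), SKP2 -0.31 (adjusted p = 0.147), ME1 -0.42 (adjusted p = 0.167), STAM2 -0.30 (adjusted p = 0.196) and SMAD2 -0.29 (adjusted p = 0.282).

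Of the other lists, no member passed among 8 cold-shock genes, 28 G1/S genes, 22 histone genes, 19 cholesterol synthesis genes, 20 NRF2 genes, 28 ribosome biogenesis genes, 23 interferon-stimulated genes, 21 well-known long noncoding RNAs, 22 cardiomyocyte, 19 fibroblast, 14 endothelial and 5 erythroid markers in limma. Together with the respiratory chain, fatty acid oxidation and leukocyte lists, 15 lists with 322 measured members had none past the threshold. Of these members 49 had an unadjusted p under 0.05, and none passed in the random variance model. Adjusted over the list alone, 1 cold-shock gene, 2 interferon-stimulated genes and 1 fibroblast marker were higher, and 6 ribosome biogenesis genes and 1 cholesterol synthesis gene were lower. Of the G1/S genes 1 was higher and 3 were lower, and of the well-known long noncoding RNAs 2 were higher and 5 were lower. The other 8 of the 15 lists had none. From camera, the G1/S, cholesterol, NRF2, long noncoding RNA, endothelial and erythroid lists had an adjusted p of 0.398, 0.257, 0.227, 0.257, 0.303 and 0.866. Cardiomyocyte markers had 0.0834, and 0.0444 above the 25th percentile, 0.0325 with array weights and 0.0222 without control replicate 3. Fibroblast markers had 0.257, and 0.0068 with the background covariate. Interferon-stimulated genes had 0.246, and 0.0334 above the 50th percentile. Of 21 genes of the unfolded protein response 1, PPP1R15A, rose (3 when adjusted over the list alone). This list had an adjusted p = 0.206 from camera, and 0.0306 after quantile normalization, 0.0351 with an intensity trend, 0.0458 in the random variance model, 0.015 with the background covariate and 0.0196 from fry. Of 23 p53 target genes 2 rose (3 rose and 1 fell when adjusted over the list alone, adjusted p = 0.237 from camera and 0.000582 from fry), and none passed without control replicate 1, hypothermia replicate 1 or hypothermia replicate 2. Of 20 inflammatory genes CXCL8 rose and CCL2 fell (5 rose and 3 fell when adjusted over the list alone). This list had an adjusted p = 0.138 from camera, and 0.0402 above the 25th percentile of the mean signal, 0.0117 with an intensity trend, 0.0111 in the random variance model, 0.00428 with the plain test per feature and 0.0207 from fry. The cold-shock list had 0.165 from camera, 0.0306 after quantile normalization, 0.0395 with the background covariate and 0.0129 from fry.

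The noncoding classes go by the start of the gene symbol, and pseudogene copies of Y or small nuclear RNAs were not set apart. Of these classes, Y RNAs and the H/ACA and C/D box small nucleolar RNAs had negative medians and passed camera (adjusted p = 0.00088, 0.0187 and 0.0199). With an estimated correlation camera gave them an adjusted p of 0.53, 0.53 and 0.583. Antisense, intronic, overlapping and divergent RNAs had a median of 0.05 (adjusted p = 0.0199, and adjusted p = 0.583 with an estimated correlation). Without control replicate 2 these 4 had an adjusted p of 0.0718, 0.0512, 0.319 and 0.0512. The H/ACA box class missed the threshold after quantile normalization (0.103), above the 50th percentile (0.0579), with an intensity trend (0.065), in the random variance model (0.0596), with the plain test per feature (0.201) and with the background covariate (0.273). The C/D box class did so after quantile normalization (0.103), with an intensity trend (0.065), in the random variance model (0.0596), with the plain test (0.201) and with the covariate (0.881). The antisense class had 0.389, 0.0519, 0.111 and 0.328 after quantile normalization, with an intensity trend, with the plain test and with the covariate. Y RNAs had 0.0907 above the 50th percentile, 0.0857 with the plain test and 0.881 with the covariate. No class passed fry. C/D box RNAs had 0.131 without hypothermia replicate 2, and antisense and related RNAs had 0.0731 without control replicate 1. Small nuclear RNAs, microRNA genes, long intergenic RNAs and host gene RNAs had an adjusted p of 0.147, 0.108, 0.0604 and 0.199 from camera. Small nuclear RNAs passed above the 25th and 50th percentile (0.0103 and 7.03e-05), with the covariate (1.03e-13), without control replicate 2 (4.38e-05) and without hypothermia replicate 3 (0.00035). microRNA genes passed with both filters (0.00745 and 0.000682), with array weights (0.0106), without control replicate 3 (0.0205) and without hypothermia replicate 3 (0.0277). Long intergenic RNAs passed above the 25th percentile (0.0259), with array weights (0.0155), and without control replicate 3 (0.0246), hypothermia replicate 2 (0.0472) or hypothermia replicate 3 (0.029). The class of signal recognition particle RNA held 1 feature and was not tested as a class.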
